A study of Mus musculus with 23 samples. Its data were reported in "Stearoyl-CoA Desaturase inhibition reverses immune, synaptic and cognitive impairments in an Alzheimer’s disease mouse model" (2022).

How the data were processed

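Total RNA of mouse hippocampus was sequenced in 23 libraries, 8 from untreated mice of 8 months and 15 from mice of 10 months after infusion into the lateral ventricles of the SCD inhibitor or its DMSO vehicle. The labels give the strain, age and treatment of each library. The WT mice are of a hybrid C57BL/6 and 129 background. According to the study's methods, the mice were female, libraries were prepared from polyadenylated RNA and read from 1 end on an Illumina instrument, and the authors trimmed the reads with Trimmomatic and aligned them with STAR to the mouse genome GRCm38 with a Gencode annotation. The deposited values are raw counts of uniquely mapped reads per gene, which the authors did not normalise, filter or pool over replicates. The strand setting of the counting is not stated, nor is any collapsing of molecular identifiers.

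The count table held 55335 genes, of which 34928 had a count above 0 in some library, and every sample column was used. The 4 lines of the table that name no gene (unmapped, multimapping, outside genes, ambiguous) held 25.0% to 30.9% of reads at 8 months and 24.7% to 27.5% at 10 months, and they were left out of library sizes and tests. Gene counts per library were 12.8M to 36.7M at 8 months and 12.99M to 17.6M at 10 months, and 23093 to 26803 genes were detected. A gene with 3 counts or fewer in all libraries of a group was taken to be at the detection floor, and a fold change against such a group is given as a lower bound. PCR reads are not independent molecules, so such bounds cover counting error only.

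Each pair of groups was fitted on its own libraries, as the study did, with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, scaled by TMM and tested by the quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 are called. All adjusted p-values of single genes come from this test. The number at an unadjusted p under 0.01, the threshold of the study, is given beside it. The standard error of a log2 fold change is its size divided by the square root of the test's F value. The comparisons were 3xTg-8M against WT-8M, 3xTg-D against WT-D, 3xTg-S against WT-D, 3xTg-S against 3xTg-D, WT-S against WT-D and 3xTg-S against WT-S. The interaction of strain and treatment was tested over the 15 libraries of 10 months. Tests, groups, gene lists, the rule for named genes and the alternatives were fixed before the data were examined, except where the text says otherwise.

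Named genes are, for each comparison, the 3 with the largest positive and the 3 with the largest negative log2 fold change among called genes with a mean of at least 5 CPM and no overlap between the groups, and genes of the lists for transgene loci, fatty acid desaturation, immediate-early genes, Alzheimer risk genes and MHC class I. The loci and the risk genes are named in the study's text. It names the Scd genes and 4 of the immediate-early genes, and the rest of those lists were added from general knowledge. Its interest in desaturation rests in part on these libraries, and the MHC class I list follows its single-cell data on other animals. Lists for microglia, activated microglia, interferon response, astrocyte, oligodendrocyte, neuron, endothelial, choroid plexus, ependyma, meninges, thalamus, blood and sex were written from general knowledge. The hippocampus expresses most genes of these lists, with 1 of 5 sex genes and 6 to 8 of 12 choroid plexus genes passing the filter, depending on the comparison. The lists of transgene loci and sex genes served as checks only. One result on a listed gene is not reported. List scores are means over genes of log2 CPM (prior count 2) centred per gene. They were compared by two-sided exact permutation tests, whose smallest p is 0.0286 for 4 against 4 libraries and 0.0571 for 3 against 4, and beside these by fry in limma 3.58.1.

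Restored, Maintained and New genes were counted by the study's definitions. The Restored share was set against libraries simulated with no inhibitor effect, with counts drawn from fitted means and dispersions in 20 draws for each of 3 sizes of strain effect (as fitted, partly shrunk and shrunk towards 0). The strain effect that remains at 10 months was measured in genes called at 8 months, on other animals, with treatment labels permuted within strain. Adjacent called genes were counted in the order of the chromosomes and set against 10000 draws of as many tested genes. Gene positions are those of GRCm38. Transcript length and GC content were taken from Gencode M21, the annotation at hand, which had a transcript for 99.7% of the genes in the table. Log2 expression was centred per gene on the mean of the libraries of the same age. The slope of these deviations on log length was fitted in each library. A negative slope is therefore one below the average of the libraries of that age.

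The alternatives were DESeq2 size factors in edgeR, no filter on low counts, the DESeq2 1.42.0 likelihood ratio test, all 15 libraries of 10 months in one fit, an unadjusted p under 0.01, each replicate left out in turn, a block for runs of 4 consecutive animal numbers, and the choroid plexus score as a covariate. For list scores they were a prior count of 0.5, DESeq2 size factors, the median over genes, fry and leaving out replicates. Removal of a length and GC trend from each library, by an offset from a spline with 4 degrees of freedom, was added after seeing the data. Other splits of the same libraries were counted for each fit across genes, 35 for 2 groups and 100 draws for the interaction.

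Scripts were tested on simulated counts with the means and library sizes of the data and 200 changed genes. With 4 against 4 libraries, edgeR recovered 98.5% of 2-fold changes with 10 false calls among 15335 genes, and 86% of 1.5-fold changes with 19 false calls among 15363. The DESeq2 test recovered 98% with 22 false calls and 90.5% with 27 false calls. With 3 against 4 libraries, edgeR recovered 98% with 13 false calls among 15515 genes. An added length trend gave 1013 false calls when it was left in and 12 when it was removed, among 15283 genes. Figures were drawn with matplotlib.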

Results

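RNA sequencing of whole hippocampus was analysed in 23 libraries from mice of 2 strains, the 3xTg model of Alzheimer's disease (AD) and its wild-type (WT) strain control. The 3xTg mouse carries human APP and tau transgenes, both driven by a regulatory element of the mouse Thy1 gene. At 8 months of age the mice had no treatment (WT-8M, n = 4, and 3xTg-8M, n = 4). At 10 months the mice had received an infusion into the lateral ventricles for 28 days. The infusion held 80 µM of an inhibitor (SCDi) of stearoyl-CoA desaturase (SCD), the enzyme that makes monounsaturated fatty acids, or its vehicle with 0.8% DMSO. The groups were WT with vehicle (WT-D, n = 4), 3xTg with vehicle (3xTg-D, n = 4), WT with inhibitor (WT-S, n = 3) and 3xTg with inhibitor (3xTg-S, n = 4). Each library held between 12.8M and 36.7M gene counts at 8 months and between 12.99M and 17.6M at 10 months. Replicates within a group correlated across genes with r between 0.985 and 0.994, and no pair was identical. The libraries of the 2 ages were not pooled in any comparison of the inhibitor.

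The first comparison asked which genes differ between the strains in untreated mice of 8 months. Of 15483 genes tested, edgeR's quasi-likelihood test called 399 at a Benjamini-Hochberg adjusted p under 0.05, 162 of them higher and 237 lower in 3xTg-8M. Their median absolute log2 fold change was 0.74. The groups did not overlap for 98.2% of the called genes, and for 11.2% of all genes tested, where chance gives 2.86%. The threshold used in the study, an unadjusted p under 0.01, was passed by 1066 genes, 484 higher and 582 lower, where 155 are given by chance. Testing without a filter on low counts gave 854 calls. Without 3xTg-8M replicate 1 it was 227 and without 3xTg-8M replicate 2 it was 241.

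The largest changes at 8 months were in genes with near-absent reads in one of the strains. Gm8730 (ENSMUSG00000063696, chromosome 8, 102864845 to 102865798, GRCm38) was at 13.99 ± 1.25 CPM in 3xTg-8M and 0.0489 ± 0.0334 CPM in WT-8M (SD, n = 4 each), at least 89.7-fold higher. A830036E02Rik (chromosome 11, 99416956 to 99425497) was at 0.0939 ± 0.0674 CPM in 3xTg-8M and 19.8 ± 6.38 CPM in WT-8M, at least 106-fold lower. Rpl34 (log2 fold change 3.14, SE 0.17, adjusted p 1.36e-06) and AA465934 (3.12, SE 0.14, adjusted p 3.48e-07) were also higher in 3xTg-8M. Tuba1c (-5.92, SE 0.18, adjusted p 7.83e-09) and Rpl3-ps1 (-4.48, SE 0.19, adjusted p 1.43e-07) were lower. Gm8730 and Rpl3-ps1 are annotated as processed copies of other genes, Rpl34 has such copies, and Tuba1c has near-identical paralogs. Their values are uncertain, since uniquely mapped reads can move between copies that differ by few bases. A830036E02Rik is annotated as antisense to another gene, and whether the counting used strand is not stated, so its value is uncertain too.

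Among the mouse loci that match or drive the transgenes, Thy1 was higher in 3xTg-8M (2120 ± 225 against 590.4 ± 46.7 CPM, SD, n = 4 each, log2 fold change 1.84, SE 0.09, adjusted p 4.27e-07). App was higher too (2247 ± 113 against 1677 ± 55.7 CPM, log2 fold change 0.42, SE 0.06, adjusted p 0.00196). Reads of the transgenes that match the mouse loci are part of these values. Mapt (0.11, adjusted p 0.319) was not called. Xist was read in all libraries, at 381 to 967 CPM, and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had at most 1 count in any library.

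The study examined fatty acid desaturation on earlier grounds and because its gene sets stood out at 8 months in these libraries, so the 8-month values below are not independent evidence. All 6 tested genes of the list were lower in 3xTg-8M. Scd3 (log2 fold change -0.99, SE 0.16, adjusted p 0.00615) and Scd1 (-0.35, SE 0.07, adjusted p 0.0208) were called over all genes, and all 6 when adjusted over the list alone. Scd1 was not called in 3 of 12 alternatives. Among 18 immediate-early genes, Bdnf was called (-0.37, SE 0.08, adjusted p 0.0404), as 1 of 18 both over all genes and adjusted over the list alone, and it was not called in 8 of 12 alternatives. Of 13 tested Alzheimer risk genes, Cntnap2 was called (-0.27, SE 0.06, adjusted p 0.0238, not called in 5 of 12 alternatives), and 4 were called when adjusted over the list alone. Of 5 MHC class I genes, 0 were called and 0 when adjusted over the list alone, with 2 at an unadjusted p under 0.05.

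The comparison of 3xTg-D with WT-D asked for strain differences at 10 months under vehicle. It called 216 of 15528 genes, 99 higher and 117 lower in 3xTg-D, and 211 of these did not overlap between the groups (chance, 2.86% of genes). In all, 769 genes had an unadjusted p under 0.01. Without 3xTg-D replicate 2 the calls numbered 125. Of the genes tested at both ages, 371 were called at 8 months and 196 in 3xTg-D, and 88 in both, all with the same sign, where 4.77 shared genes are given by chance. Of those at an unadjusted p under 0.01, 250 genes were shared and 248 had the same sign.

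The genes with the largest increase in 3xTg-D were Lgr6 (17.7 ± 3.45 against 3.83 ± 0.373 CPM, SD, n = 4 each, log2 fold change 2.21, SE 0.15, adjusted p 8.28e-06), Stbd1 (2.06, SE 0.39, adjusted p 0.0218) and AA465934 (2.06, SE 0.38, adjusted p 0.0195). Stbd1 and AA465934 were each not called in 6 of 15 alternatives, and each had 1 WT-D library far above the others. The largest decreases were in A830036E02Rik (-6.54, SE 0.41, adjusted p 4.65e-06), Rps3a3 (-6.06, SE 0.41, adjusted p 7.8e-06) and Ccl27a (18.2 ± 0.346 CPM in WT-D and 2.07 ± 0.133 CPM in 3xTg-D, -3.13, SE 0.10, adjusted p 1.22e-08). Rps3a3 is a processed copy that overlaps another locus, and Ccl27a belongs to a family of near-identical copies, so both values are uncertain.

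In 3xTg-D, Thy1 (1.52, SE 0.08, adjusted p 5.74e-07) and App (0.41, SE 0.06, adjusted p 0.00322) were higher than in WT-D. Of the Alzheimer risk genes, C4b was higher (77.4 ± 17.999 against 38.2 ± 7.15 CPM, log2 fold change 1.02, SE 0.16, adjusted p 0.00559) and Cntnap2 lower (-0.31, SE 0.06, adjusted p 0.0367, not called in 7 of 15 alternatives). C4b has a close paralog, C4a, so its value is uncertain. Both were also the 2 of 13 called when adjusted over the list alone. Of the 18 immediate-early genes, 15 were lower in 3xTg-D, 6 of them at an unadjusted p under 0.05, with 0 called over all genes and 2 when adjusted over the list alone. Of the 6 desaturation genes, 0 were called by either adjustment and 2 had an unadjusted p under 0.05. Of the 5 MHC class I genes, all higher in 3xTg-D, 0 were called over all genes, 2 when adjusted over the list alone, and 4 had an unadjusted p under 0.05.

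**Figure D1:**
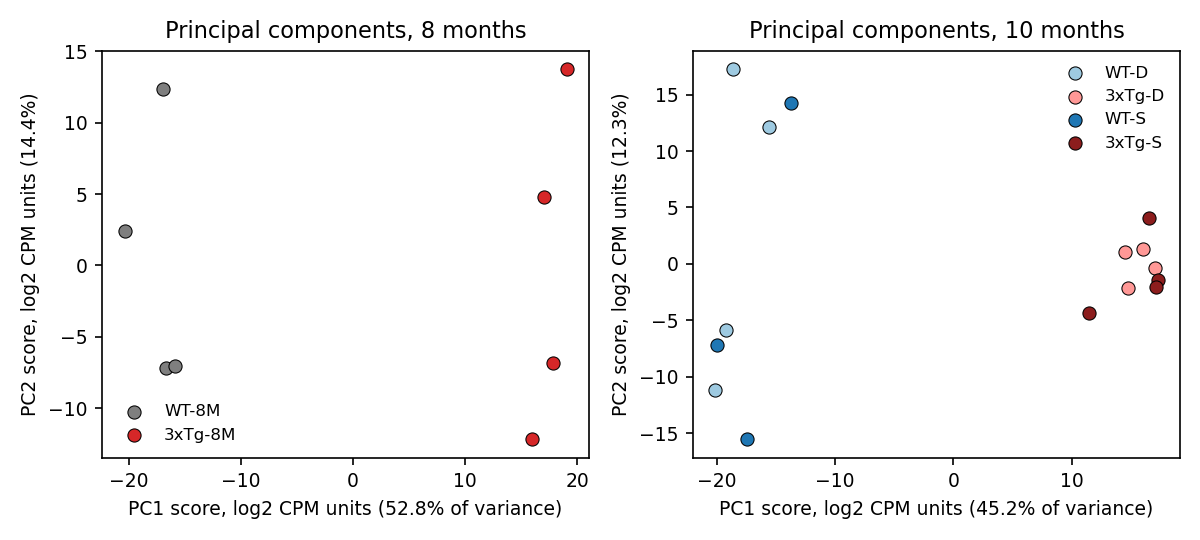
Principal components 1 and 2 of the 500 most variable genes, computed separately for the 8-month and the 10-month libraries, 1 point per library. Component 1, with 52.8% and 45.2% of the variance, separates the strains at each age.

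The direct comparison of 3xTg-S with 3xTg-D asked what the inhibitor changes in 3xTg mice. No gene was called among 15530 tested (0, smallest adjusted p 0.378), while 1733 had an unadjusted p under 0.05, where 776.5 are given by chance. Of the tested genes, 2.52% had an unadjusted p under 0.01, 180 higher and 211 lower in 3xTg-S, where 155 in all are given by chance. Such genes numbered 177 without 3xTg-D replicate 2, 254 without 3xTg-S replicate 1, and 77 higher and 135 lower without 3xTg-S replicate 2. Of all genes, 6.85% did not overlap between the groups, where chance gives 2.86%. Scd1, a target of the inhibitor, had a log2 fold change of -0.17 (SE 0.08, adjusted p 0.446), Scd2 of -0.04 and Bdnf of 0.20. In the 5 lists of loci, desaturation, immediate-early, risk and MHC class I genes, 0 genes were called over all genes and 0 when adjusted over the list alone. Of the 18 immediate-early genes, 12 were higher in 3xTg-S, 1 of them at an unadjusted p under 0.05.

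The genes at an unadjusted p under 0.01 in 3xTg-S against 3xTg-D differed in transcript length. The median was 1414 nt for higher genes, 7099 nt for lower genes and 3339 nt for all tested genes, and the median GC content was 53.0%, 42.2% and 49.5%. Across genes, which are not independent replicates, log2 fold change and length had a Spearman's rho of -0.446. When a length and GC trend was removed from each library, an alternative chosen after seeing the data, 130 genes passed, 89 higher and 41 lower, and 75 of them had also passed before. The slope of expression on length was lower in 3xTg-S (-0.0459 ± 0.0616) than in 3xTg-D (0.0309 ± 0.0223, SD, n = 4 each, two-sided exact permutation p 0.0286, the smallest possible, 0.163 after Benjamini-Hochberg over 37 tests of library measures). In WT-S it was -0.0129 ± 0.0175 and in WT-D 0.0246 ± 0.00764 (n = 3 and 4, exact permutation p 0.0571, the smallest possible). Over both strains, with labels permuted within strain, the inhibitor groups were lower by a mean slope of -0.0572 (exact permutation p 0.000408, the smallest possible, 0.0151 after adjustment). Slopes are relative to the libraries of the same age, so those of the 2 ages are not ranked together. The steepest were -0.170 at 8 months, in 3xTg-8M replicate 4, which had no infusion, and -0.136 at 10 months, in 3xTg-S replicate 2. The size of the 3xTg-S mean leans on replicate 2. In 3xTg-S replicates 1, 3 and 4 the slopes were -0.0329, 0.00310 and -0.0182, against 0.0114 to 0.0562 in 3xTg-D.

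In WT mice, the comparison of WT-S with WT-D called 0 of 15724 genes (smallest adjusted p 0.981), with 538 at an unadjusted p under 0.05, where 786 are given by chance. An unadjusted p under 0.01 was given by 59 genes, 43 higher and 16 lower, where 157 are given by chance. With 3 against 4 libraries a simulated 2-fold change was called in 98% of changed genes, all above 5 CPM. The real comparison gave fewer small p-values than chance, so this rate may overstate its power. In the same 5 lists, 0 genes were called over all genes and 2 when adjusted over the list alone, both in the MHC class I list, where 3 of 5 had an unadjusted p under 0.05. Whether the inhibitor's effect differs between the strains was tested as an interaction over the 15 libraries of 10 months. It called 0 of 16262 genes (smallest adjusted p 0.400), with 377 at an unadjusted p under 0.05 and 57 at one under 0.01, where 813 and 163 are given by chance. No gene was thereby shown to respond differently in the 2 strains.

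The comparison of 3xTg-S with WT-D, which the study used to find genes that inhibition brings back to the vehicle level of WT, called 356 of 15567 genes, 185 higher and 171 lower, and 348 of these did not overlap between the groups (chance, 2.86%). At an unadjusted p under 0.01, 1026 genes passed, 557 higher and 469 lower. Without 3xTg-S replicate 1 the calls numbered 155, and without 3xTg-S replicate 4 they numbered 226. The largest increases were in BC002163 (4.73, SE 0.70, adjusted p 0.00285), Hbb-bt (2.45, SE 0.56, adjusted p 0.0432, not called in 6 of 15 alternatives) and Cd59a (2.36, SE 0.24, adjusted p 0.000111). The largest decreases were in A830036E02Rik (-6.66, SE 0.43, adjusted p 2.29e-06), Rps3a3 (-5.65, SE 0.47, adjusted p 1.79e-05) and Ccl27a (-2.96, SE 0.13, adjusted p 7.83e-08). BC002163 is a processed copy that overlaps another locus, Hbb-bt has a near-identical paralog and Cd59a lies beside its paralog Cd59b, so these values are uncertain.

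From the lists in this comparison, Thy1 (1.54, adjusted p 4.82e-06), App (0.32, adjusted p 0.0345), C4b (1.06, adjusted p 0.00757) and H2-D1 (0.64, adjusted p 0.0236) were higher in 3xTg-S than in WT-D. Scd1 (-0.27, adjusted p 0.0265) and Cntnap2 (-0.35, adjusted p 0.00608) were lower. App was not called in 7, Scd1 in 6 and H2-D1 in 5 of 15 alternatives. H2-D1 shares sequence with other class I genes and its value is uncertain. Adjusted over the list alone, 3 of 6 desaturation genes, 0 of 18 immediate-early genes, 4 of 13 risk genes and 4 of 5 MHC class I genes were called, against 1, 0, 2 and 1 over all genes. Of the immediate-early genes, 1 had an unadjusted p under 0.05.

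With both groups under the inhibitor, 3xTg-S against WT-S called 206 of 15664 genes, 96 higher and 110 lower, and 202 of these did not overlap between the groups, where chance gives 5.71%. At an unadjusted p under 0.01, 649 genes passed, 324 higher and 325 lower. The calls numbered 105 without 3xTg-S replicate 1, 114 without 3xTg-S replicate 4 and 135 without WT-S replicate 3. This comparison shares no library with 3xTg-D against WT-D. Of the genes tested in both, 101 were called in both, all with the same sign, where 2.61 are given by chance. The largest increases were in BC002163 (4.05, SE 0.77, adjusted p 0.0254, not called in 6 of 14 alternatives), Stbd1 (2.63, SE 0.19, adjusted p 1.9e-05) and Lgr6 (2.17, SE 0.17, adjusted p 3.66e-05). The largest decreases were in A830036E02Rik (-6.37, SE 0.41, adjusted p 5.2e-06), Gm15459 (-6.01, SE 0.38, adjusted p 5.2e-06) and Ccl27a (-3.05, SE 0.16, adjusted p 1.73e-06). Thy1 (1.42, adjusted p 9.98e-05) was higher, and Cntnap2 (-0.30, adjusted p 0.0468, not called in 9 of 14 alternatives) lower. App was not called here. Adjusted over the list alone, 0 of 6 desaturation genes, 0 of 18 immediate-early genes, 2 of 13 risk genes and 2 of 5 MHC class I genes were called, against 0, 0, 1 and 0 over all genes, with 2, 1, 3 and 4 at an unadjusted p under 0.05. Gm15459 is a processed copy, so its value is uncertain.

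Following the study's definitions, genes at an unadjusted p under 0.01 in 3xTg-D against WT-D were named Restored when they did not pass in 3xTg-S against WT-D and Maintained when they did. Genes that passed in 3xTg-S against WT-D only were named New. Of 15404 genes tested in both, 307 were Restored, 456 Maintained and 561 New, 317 higher and 244 lower. The Restored share was 40.2%, and the log2 fold change of Restored genes was reduced by a mean of 43.0%. Of the 307 Restored genes, 0 were called in the direct comparison of 3xTg-S with 3xTg-D and 18 had an unadjusted p under 0.01 there. Both comparisons share the WT-D libraries, and a gene near the threshold can pass in one and miss it in the other by chance. Libraries were therefore simulated in which the inhibitor changes no gene. With strain effects as fitted, the Restored share was 40.8% on average (39.2% to 43.0% over 20 draws), and 12 of 20 draws were as high as the observed share. With strain effects partly shrunk it was 48.9% (45.6% to 51.7%), and with effects shrunk 55.8% (50.5% to 59.7%), and all 20 draws of each were as high as observed. The mean reduction in the simulated libraries was 40.2%, 42.9% and 47.9%. Between 3xTg-D and WT-D they held on average 1500, 846 and 424 genes at an unadjusted p under 0.01, against 769 observed. New genes numbered 594 to 642, at most 446 and at most 264 in the draws, against 561 observed.

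**Figure D2:**
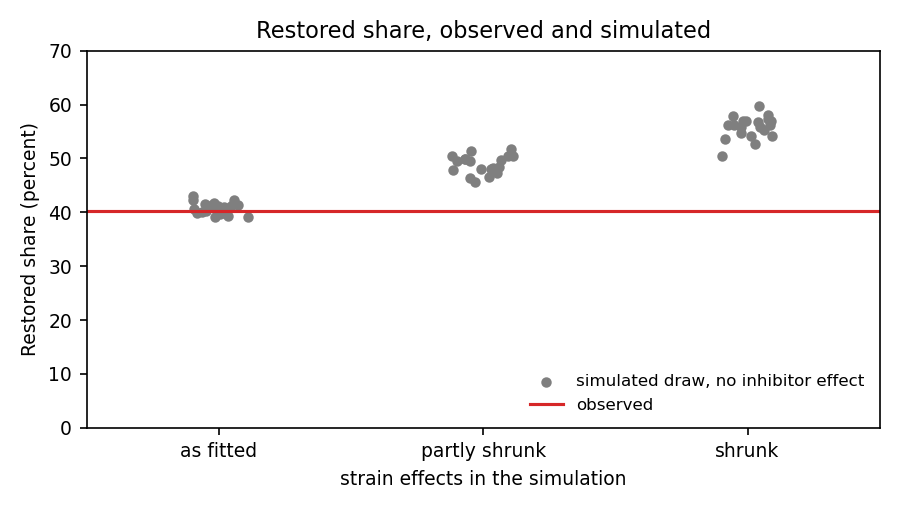
Restored share in percent among genes at an unadjusted p under 0.01 in 3xTg-D against WT-D, as observed (40.2%) and in 20 simulated draws for each of 3 sizes of strain effect with no inhibitor effect. The simulated shares average 40.8%, 48.9% and 55.8%.

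To avoid choosing genes on the 10-month libraries, the strain effect that remains at 10 months was measured in the genes called at 8 months. In the 98.7% of these genes that were tested at 10 months too, the median strain log2 fold change, signed by the 8-month direction, was 0.72 at 8 months, 0.37 between 3xTg-D and WT-D and 0.33 between 3xTg-S and WT-S. The median difference between the last 2 was -0.03 (exact permutation of treatment labels within strain, 2450 relabellings, p 0.582). The sign of this difference changed without WT-S replicate 3, to 0.0171 (exact permutation p 0.585).

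A score per library, the mean over a list's genes of centred log2 CPM, was compared for 16 lists in 6 comparisons. Of these 96 tests, 15 had a two-sided exact permutation p under 0.05, and 0 did after Benjamini-Hochberg adjustment (smallest 0.183). Since no permutation p can go below 0.0286, an adjusted p under 0.05 would need most of the 96 tests at that value. The 0 is therefore no evidence that the lists are unchanged. No comparison with WT-S could go below an exact permutation p of 0.0571. By fry, 24 had a p under 0.05 and 6 after adjustment, namely desaturation in 3xTg-8M and 3xTg-D against their WT groups, in 3xTg-S against WT-D and in 3xTg-S against 3xTg-D, and microglia and activated microglia in 3xTg-S against WT-D. The desaturation score was lower in 4 of 4 libraries of 3xTg-8M than in any of WT-8M (difference -0.330), of 3xTg-D than in any of WT-D (-0.139) and of 3xTg-S than in any of WT-D (-0.180, exact permutation p 0.0286 each, n = 4). In 3xTg-S against 3xTg-D it differed by -0.0463 (exact permutation p 0.0571, n = 4 each) and in WT-S against WT-D by -0.0659 (p 0.171). The last difference was -0.0230 without WT-S replicate 1 and -0.0982 without WT-S replicate 2. In WT-S against WT-D the MHC class I score (0.358, fry p 0.0122) and the blood score (0.516, fry p 0.0337) were higher in 3 of 3 WT-S libraries than in any of WT-D (exact permutation p 0.0571 each, the smallest possible, 0.196 after adjustment).

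Alzheimer risk genes scored higher in 3xTg-8M than in WT-8M (0.127) and in 3xTg-D than in WT-D (0.159), with an exact permutation p of 0.0286 each. Between 3xTg-D and WT-D the scores of MHC class I (0.559), activated microglia (0.420) and neuron (-0.101) also had an exact permutation p of 0.0286. Between 3xTg-S and WT-D this p was given by microglia (0.505), activated microglia (0.593), interferon response (1.01), oligodendrocyte (0.331), neuron (-0.0858) and blood (1.37). The blood difference was 0.843 without 3xTg-S replicate 2 and 1.72 without 3xTg-S replicate 1. Between 3xTg-S and 3xTg-D an exact permutation p of 0.0286 was given by activated microglia alone (0.168 over the 8 genes tested in this comparison, fry p 0.0885, and 0.107 without 3xTg-S replicate 3). Scored over all 10-month libraries the groups overlapped, with 0.143 in 3xTg-S replicate 2 and 0.128 to 0.258 in 3xTg-D. It is a list whose gene Trem2 is also among the risk genes. The immediate-early score differed by -0.201 between 3xTg-D and WT-D (exact permutation p 0.257). This difference was -0.0928 without 3xTg-D replicate 4 and -0.292 without 3xTg-D replicate 1. Between 3xTg-S and 3xTg-D the score differed by 0.144 (exact permutation p 0.543). That difference was 0.00848 without 3xTg-S replicate 2 and 0.0383 without 3xTg-D replicate 4. Between 3xTg-S and 3xTg-D the other lists had an exact permutation p of 0.0571 or more, with differences of 0.293 for oligodendrocyte, 0.157 for microglia, -0.0881 for MHC class I, -0.000619 for interferon response, 0.0215 for astrocyte, 0.00994 for neuron and 0.0967 for endothelial. They were -0.266 for choroid plexus, 0.193 for ependyma, 0.205 for meninges, -0.246 for thalamus, 1.27 for blood and -0.00128 for risk genes. Without 3xTg-D replicate 3 the differences were 0.483 for blood, 0.145 for oligodendrocyte, 0.0903 for ependyma and 0.0458 for microglia. Those of choroid plexus, meninges, MHC class I, interferon response, astrocyte, neuron and risk genes changed sign when some single library was left out. In no list did the inhibitor's effect differ between the strains (exact permutation within strain, smallest p 0.1, smallest adjusted p 0.865).

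With both groups under the inhibitor, all 10 microglia genes and all 8 oligodendrocyte genes were higher in 3xTg-S than in WT-S. Over all genes 4 and 4 were called, and 9 and 6 when adjusted over the list alone. The score differences were 0.508 and 0.348 (exact permutation p 0.0571 each, the smallest possible). Microglia genes were also higher without the inhibitor, 10 of 10 in 3xTg-D against WT-D (2 called over all genes and 5 adjusted over the list alone) and 9 of 10 at 8 months (0 and 2, with 4 at an unadjusted p under 0.05). Of the oligodendrocyte genes, 5 of 8 were higher in each, with 0 called and 0 at an unadjusted p under 0.05. In 3xTg-S against 3xTg-D, 10 of 10 microglia and 8 of 8 oligodendrocyte genes were higher in 3xTg-S. Of these, 0 genes of either list were called by either adjustment, with 0 and 4 at an unadjusted p under 0.05.

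Called genes lay next to one another on the chromosomes more often than draws of as many tested genes. Adjacent called pairs numbered 53 at 8 months (10.2 on average over 10000 draws, at most 27), 12 in 3xTg-D against WT-D (2.98, at most 11), 25 in 3xTg-S against WT-D (8.11, at most 20) and 18 in 3xTg-S against WT-S (2.69, at most 10). Each had a p of 0.0001, the smallest these draws can give. In the same order, 4, 4, 2 and 2 of the pairs were of genes that overlap, and the test was not repeated without them. For 3xTg-D against WT-D, with 12 pairs against at most 11 in draws, the excess may rest in part on overlapping genes. In the comparisons of inhibitor with vehicle no gene was called, and adjacent genes at an unadjusted p under 0.01 numbered 13 in 3xTg (9.74 on average in draws, p 0.181) and 1 in WT (0.210, p 0.190). The 10 Mb window with most calls at 8 months was on chromosome 9 from 100 to 110 Mb, with 16 of 138 tested genes. In 3xTg-D against WT-D it was on chromosome 13 from 60 to 70 Mb, with 13 of 72, where 10 of 70 were called at 8 months.

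**Figure D3:**
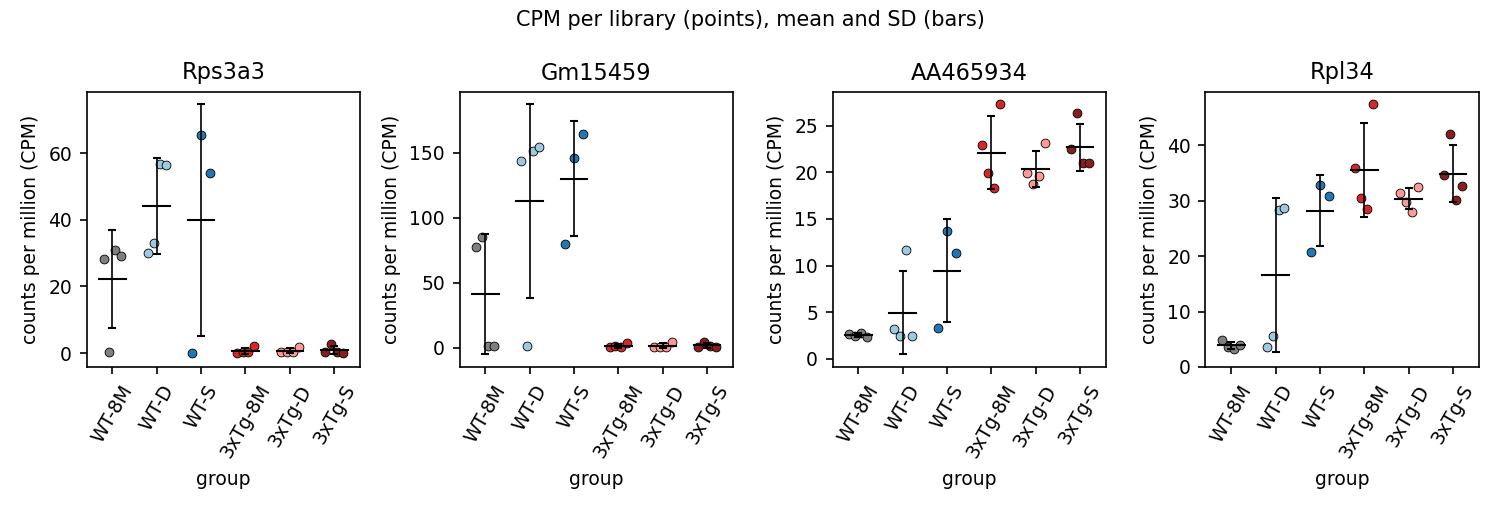
CPM of Rps3a3, Gm15459, AA465934 and Rpl34 in each of the 23 libraries, with group mean and SD. The 4 genes were chosen after their values were seen. WT libraries of 1 group fall on separate levels, as for Rps3a3 in WT-8M (0.428 in replicate 2 and 28.4 to 30.9 in the others).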

Values the study reported

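At 8 months the study counted 1114 genes as differentially expressed between WT and 3xTg mice, of which 632 were lower and 482 higher in 3xTg. At 10 months it counted 777 genes between WT-D and 3xTg-D, 1022 between WT-D and 3xTg-S, 434 between 3xTg-D and 3xTg-S and 9 between WT-D and WT-S. It sorted these into 322 Restored genes, whose change was reduced by 42% on average, 455 Maintained genes and 567 New genes. Of 18 immediate-early genes, it gave 11 as lower in 3xTg-D than in WT-D.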

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

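Of the tests in this part, those on segregating WT haplotypes, the chromosome segment between ages, Rpl3, unmapped reads and reads from WT libraries were chosen only after the result was seen, and the test on choroid plexus was not. Single libraries far from their group were sought in 156 groups of 4 libraries, each a library measure, a list score or a named gene, with Dixon's criterion. It found 15, where chance gives 7.8, with 2 in library measures, 4 in list scores and 9 in named genes.

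3xTg-8M replicate 1 had 32.9M gene counts, while the other 3 libraries of the group had 12.8M to 15.3M. WT-8M replicate 3 had 6.17% mitochondrial counts, against 6.86% to 6.99% in the others. The astrocyte score was -0.179 in WT-D replicate 3 (others -0.0277 to 0.00190) and 0.138 in 3xTg-D replicate 4 (others -0.00781 to 0.0163). The ependyma score was -0.577 in 3xTg-S replicate 4 (others 0.340 to 0.402), and the thalamus score was -0.405 in WT-8M replicate 1 (others 0.0843 to 0.136). No biological explanation was tested for these. They leave open unequal dissection of tissue next to the hippocampus. Choroid plexus marker Ttr also varied between libraries, from 1.49 to 322 CPM. The choroid plexus score was added as a covariate in 3xTg-S against 3xTg-D. Genes at an unadjusted p under 0.01 rose from 2.52% to 5.56% of tested genes (863), and 365 of the first were among them. This argues against choroid plexus tissue, as far as the score measures it, as the cause of the first. The score differed by -0.266 between these groups (exact permutation p 0.743), so the covariate had little group difference to remove. Unequal dissection is not excluded.

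Other libraries stood apart in genes with a strain difference. A830036E02Rik was at 29.2 CPM in WT-8M replicate 1 (others 15.7 to 17.9), Stbd1 at 6.98 CPM in WT-D replicate 2 (others 1.27 to 1.91) and AA465934 at 11.6 CPM in WT-D replicate 3 (others 2.47 to 3.15). Other named genes fell on levels within WT too. Rps3a3 was at 0.428 CPM in WT-8M replicate 2 and 28.4 to 30.9 CPM in the other 3 libraries, where Rps3a1 was at 100.3 CPM and 41.6 to 44.4 CPM. A candidate explanation is that haplotypes of the parental strains still segregate among the WT mice. Of 107 genes with a wide spread within WT groups (SD above 0.5 on the log2 scale), 25 were called between the strains at either age (23.4%). Of 91 genes with as wide a spread within 3xTg groups it was 3 (3.30%), and of all genes 3.02% (Fisher's exact test between the 2 sets, p 2.90e-05). With an SD above 1 it was 33.3% of 24 genes in WT and 9.09% of 22 in 3xTg. This argues against measurement noise alone as the source, since noise would spread both sets alike. Reads moving between a gene and its processed copies remain open as the way in which a haplotype changes these counts, and no genotype was measured.

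BC002163 was at 1.04 CPM in 3xTg-S replicate 2 (others 12.6 to 14.8) and at 0.493 CPM in WT-D replicate 4 (others 0.335 to 0.3503). In 3xTg-D it was below 1 CPM in replicates 1 and 2 and at 12.9 and 13.6 CPM in the others, so its levels occur within the 3xTg strain too. Genes with a wide spread within 3xTg (SD above 0.5) lay next to one another more often than in draws (4 pairs against 0.701 on average, p 0.0062), while those within WT had 3 pairs against 0.980 (p 0.0723). The 3xTg pairs, named after their values were seen, are 2 among Gm26917, CT010467.1 and Gm42418, which overlap or adjoin on chromosome 17, Gbp3 with Gbp2, and Olfr629 with Hbb-bs. Segregation within 3xTg was not excluded in general. For this gene, segregation within 3xTg and a swap of copies in mapping both stay open.

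In 3xTg libraries, some genes near their floor were above the rest of the group. Rps3a3 was at 1.84 CPM in 3xTg-D replicate 4 (others 0.240 to 0.328) and at 2.73 CPM in 3xTg-S replicate 2 (others 0.0679 to 0.366). In 3xTg-S replicate 2, A830036E02Rik was at 0.454 CPM (others 0.0679 to 0.122) and Gm15459 at 4.74 CPM (others 0.976 to 1.25). A small admixture of reads from WT libraries might give this. It would raise genes read almost only in WT at a similar share of their WT level. The 1 such gene tested at 10 months was raised by 1.71% of that level in 3xTg-S replicate 2. In 3xTg-D it was raised by 0.165% in replicate 4 and by 1.11% in replicate 3, where Rps3a3 was at 0.240 CPM. At 8 months, 4 of 4 such genes were raised in 3xTg-8M replicate 4 (median 1.14%), where Rps3a3 was at 2.07 CPM. With 1 gene at 10 months the test cannot decide. Admixture from WT and reads mismapped from a sister gene cannot be told apart for 3xTg-S replicate 2.

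The strain effect differed between 8 months and vehicle at 10 months in 10 of 16108 genes by an interaction test (adjusted p under 0.05), 5 each way. They were Rpl3, Tuba1c, Rpl3-ps1, Olfr287, Gm14150, A730060N03Rik, Dbp, Gm13886, 5830444B04Rik and Hddc3, and all of them are named here after their values were seen. Age and infusion differ together between these groups, and both remain open as biological causes. Of the 10 genes, 4 lie on chromosome 15 (Rpl3, Tuba1c, Olfr287 and A730060N03Rik), which holds 3.87% of tested genes. Draws of 10 genes had 2.24 on their fullest chromosome (p 0.0304 over 10000 draws). A parental segment of chromosome 15 that differs between the WT mice of the 2 ages could give this. The draws take the 10 genes as independent, but Rpl3 and Rpl3-ps1 may share reads, as described below. The p may thus be too small, and the evidence against a spread over all chromosomes is weak. The other 6 are on other chromosomes, and for them the test says nothing.

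Rpl3 and Rpl3-ps1 are among those 10. At 8 months Rpl3 was at 4.68 ± 0.536 CPM in WT-8M and 39.7 ± 4.36 CPM in 3xTg-8M, and Rpl3-ps1 at 25.3 ± 2.60 and 1.19 ± 0.426 CPM (SD, n = 4 each). Their log2 ratios of 3.08 and -4.41 fall to 0.44 for the sum of both genes (30.01 ± 3.10 and 40.8 ± 4.55 CPM). This argues against a strain difference of Rpl3 expression of that size. Reads shared between the gene and its processed copy may account for most of it, and whether a base variant of the WT mice sends them there stays open.

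The lines that name no gene were outside the comparisons of genes. Unmapped reads made up 3.67% ± 0.440 in 3xTg-8M and 3.04% ± 0.166 in WT-8M, a difference of 0.625 points (0.410 without 3xTg-8M replicate 4, which was at 4.31%). They were 0.300 points higher in 3xTg-S than in WT-D and 0.204 points higher in 3xTg-S than in 3xTg-D (two-sided exact permutation p 0.0286 each, the smallest possible, 0.163 after adjustment over 37 tests). Reads of the human transgenes could raise the unmapped share in 3xTg. But 3xTg-D, with the same transgenes, exceeded WT-D by 0.0964 points only, less than at 8 months (exact permutation of ages within strain, 4900 relabellings, p 0.0257, 0.0433 without 3xTg-8M replicate 4 and at most 0.0547 with any 1 library left out), and Thy1, which drives the transgenes, had a log2 fold change of 0.0123 (SE 0.12) between 3xTg-S and 3xTg-D. Both values argue against the transgenes as the whole cause. Differences in library quality and an effect of the inhibitor in 3xTg mice remain open.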

How the results depend on the processing

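Results are compared here between the fits described first and the alternatives, and the length and GC alternative was chosen after seeing the data. Scaling by DESeq2 size factors kept every count of called genes within 1.5 times. It called 412 genes at 8 months, with 99.0% of the 399 among them, and in the other 3 comparisons between strains 222 for 3xTg-D against WT-D, 347 for 3xTg-S against WT-D and 202 for 3xTg-S against WT-S. Removing the length and GC trend gave 492, 269, 417 and 236 calls in the same order, and 0 in both comparisons of inhibitor with vehicle, with 130 and 61 genes at an unadjusted p under 0.01.

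A threshold at an unadjusted p under 0.01 in place of an adjusted p under 0.05 is laxer by construction. Beside counts, percents are of the genes tested in the same fit. This threshold gave 1066 genes (6.88%, from 2.58%) for 3xTg-8M against WT-8M, 769 (4.95%, from 1.39%) for 3xTg-D against WT-D, 1026 (6.59%, from 2.29%) for 3xTg-S against WT-D and 649 (4.14%, from 1.32%) for 3xTg-S against WT-S. From 0 it went to 180 higher and 211 lower (2.52% together) for 3xTg-S against 3xTg-D, to 59 (0.375%) for WT-S against WT-D and to 57 (0.351%) for the interaction. Adjacent pairs then numbered 154 at 8 months, 103 in 3xTg-D against WT-D, 139 in 3xTg-S against WT-D, 13 in 3xTg-S against 3xTg-D, 1 in WT-S against WT-D and 83 in 3xTg-S against WT-S. At an adjusted p under 0.05, a stricter threshold than the study's, 60 genes were Restored, 152 Maintained and 201 New.

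Without a filter on low counts, 854 genes (2.66%) were called at 8 months, 792 (2.57%) for 3xTg-D against WT-D, 1135 (3.68%) for 3xTg-S against WT-D, 729 (2.41%) for 3xTg-S against WT-S, 112 (0.365%) for 3xTg-S against 3xTg-D, 2 (0.00662%) for WT-S against WT-D and 8 (0.0243%) for the interaction. In the same order 1769, 1471, 1926, 1276, 884, 234 and 270 had an unadjusted p under 0.01. The cause was not tested. All 216 genes called with a filter in 3xTg-D against WT-D were among these calls. The DESeq2 likelihood ratio test called 684 genes (4.42%) at 8 months, 185 higher and 201 lower (2.49% together) for 3xTg-D against WT-D, 583 (3.75%) for 3xTg-S against WT-D and 15 (0.0966%, 2 higher and 13 lower) for 3xTg-S against 3xTg-D, and 31 interaction genes had an unadjusted p under 0.01. The cause was not tested. With all 15 libraries in one fit, 355 genes (2.18%) were called for 3xTg-D against WT-D, and for 3xTg-S against 3xTg-D 0 were called, with 286 higher and 142 lower at an unadjusted p under 0.01, a larger share higher than the 180 against 211 above. The cause was not tested. With the choroid plexus score as a covariate, 103 genes (0.663%) were called for 3xTg-D against WT-D, and 195 higher and 190 lower had an unadjusted p under 0.01. Then in 3xTg-S against 3xTg-D 0 were called too, and 863 had such a p. The cause was not tested.

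The animal numbers were checked as a replicate block. Over 21 pairs of libraries from one run of 4 numbers, the deviations from the group means correlated with r from -0.341 to 0.353 (median -0.0112), and 2 pairs exceeded 0.1, so the numbers do not pair the libraries. With the block, 3xTg-S against WT-S had 78 calls (0.498%, 30 higher and 48 lower, 77 shared with the 206) and 390 genes at an unadjusted p under 0.01, and WT-S against WT-D had 92 such genes. The block takes degrees of freedom, and the cause was not tested further. No other count of calls moved by over 1.5 times with it.

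With one replicate left out, fewer libraries enter the fit by construction. The calls ranged from 227 (1.46%, without 3xTg-8M replicate 1) to 449 (2.89%) for 3xTg-8M against WT-8M and from 125 (0.795%, without 3xTg-D replicate 2) to 200 (1.27%) for 3xTg-D against WT-D. For 3xTg-S against WT-D they ranged from 155 (0.985%, without 3xTg-S replicate 1) to 341 (2.15%), and for 3xTg-S against WT-S from 105 (0.678%, without 3xTg-S replicate 1) to 286 (1.79%). They ranged from 0 to 1 for 3xTg-S against 3xTg-D (1, or 0.00635%, without 3xTg-S replicate 3), with 177 to 522 genes at an unadjusted p under 0.01. For WT-S against WT-D they ranged from 0 to 1 (1, or 0.00626%, without WT-S replicate 3), with 39 (without WT-D replicate 3) to 110 (without WT-D replicate 4 or WT-S replicate 3) at that threshold. They stayed at 0 for the interaction, with 40 to 81. Restored genes ranged from 225 to 400, Maintained from 363 to 467, New from 331 (without 3xTg-S replicate 1) to 672, and the Restored share from 33.9% to 52.4%.

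The remaining strain effect at genes called at 8 months differed between inhibitor and vehicle by a median of -0.03, and it had the opposite sign with genes at an unadjusted p under 0.01 at 8 months (0.00257, exact permutation p 0.953). Across fits that each left out one replicate it ranged from -0.0449 to 0.0171, the last without WT-S replicate 3 (exact permutation p 0.585). No alternative gave an exact permutation p under 0.05. The cause was not tested. Of 96 list tests, 15 had a p under 0.05, which became 9 with the median over genes and 24 with fry, and the cause was not tested. Leaving out a replicate leaves 3 libraries in a group, where no list test can go below 0.0571, so those fits are read as values only.

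Among single genes and lists, 85 other values no longer passed the threshold under an alternative, 60 of them with a replicate left out, and 782 stayed on their side with the same direction. Counts limit the genes near the floor of 3 counts, for which only bounds are given. At this depth and number of libraries, 86% of simulated 1.5-fold changes were called, so smaller changes by the inhibitor could go uncalled.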

Other observations

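Of the tests in this part, those on transcript length, on 1 library in the immediate-early score on the number of New genes and on length bias in glial genes were chosen only after the result was seen, and the others were not.

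The counts of called genes were set against other splits of the same libraries. For 3xTg-8M against WT-8M, 3xTg-D against WT-D, 3xTg-S against WT-D and 3xTg-S against WT-S, 1 of the 35 splits, the real one, gave as many calls, and the next highest gave 0, 5, 5 and 2. For 3xTg-S against 3xTg-D, 1 of 35 splits gave as many genes at an unadjusted p under 0.01 (2.52% of those tested), with 253 genes in the next and a median of 82 in the others. For WT-S against WT-D, 27 of 35 splits gave as many as 59 genes at that threshold, and the highest gave 828. For the interaction, 94 of 100 splits gave as many as 57 genes, and the highest gave 599. The gene counts of these last 2 are thus no larger than arbitrary splits give.

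The genes at that threshold between 3xTg-S and 3xTg-D, 180 higher and 211 lower, followed transcript length, and 2 explanations were weighed. A bias between libraries in RNA integrity or preparation may give such a trend without a change in expression. With the trend removed 130 genes passed, fewer than the 155 that chance gives. A trend of -0.170, relative to the 8-month libraries, occurred in 3xTg-8M replicate 4, which had no infusion. Against bias alone, the slopes were lower with the inhibitor over both strains (exact permutation p 0.000408), which random bias would seldom give. A true effect of the inhibitor on short and long transcripts and a difference in how the groups' tissue was handled cannot be told apart. The order in which tissue was dissected and libraries were prepared is not stated. The animal numbers of the infused mice alternate between the groups, so they do not show handling in blocks by group.

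The Restored share of 40.2% was reached by simulated libraries with no inhibitor effect in 12 of 20 draws with strain effects as fitted. These draws held 1500 genes at an unadjusted p under 0.01 between 3xTg-D and WT-D on average, against 769 observed. With effects partly shrunk they held 846, and all 20 draws reached the share. The share is therefore no higher than genes near the threshold give when they cross it by chance. This argues against reading the share itself, in these libraries, as an effect of the inhibitor. The study also repeated the experiment in other mice with another SCD inhibitor, and it reported that the Restored genes overlapped strongly between both experiments. That experiment is not among the libraries analysed here. For New genes the outcome differed. With effects partly shrunk, the closest to the observed number of genes, 0 of 20 draws had as many New genes (at most 446) as the 561 observed, although draws with effects as fitted had 594 to 642. Without 3xTg-S replicate 1, New genes numbered 331, and 4 of 12 fits without 1 library fell within or below the range of those draws, though with fewer libraries. Crossing by chance, an effect of the inhibitor and a bias between libraries therefore cannot be told apart for New genes. An effect on some of the 307 genes stays open, since 18 of them had an unadjusted p under 0.01 in the direct comparison.

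Called genes between the strains lay in chromosomal runs, with 53 adjacent pairs at 8 months against 10.2 in draws. This is consistent with passenger segments of the parental strains, and it argues against scattered responses as the only source of calls. Of these pairs, 4 were also called in 3xTg-D against WT-D. The pairs at 8 months and those in 3xTg-D against WT-D together held 108 genes. Of these, 96 were tested in 3xTg-S against 3xTg-D, with 0 called and 1 at an unadjusted p under 0.01. Shared regulation of neighbouring genes was not excluded, and no genotype was measured.

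The immediate-early score was higher by 0.144 in 3xTg-S than in 3xTg-D, and by 0.00848 without 3xTg-S replicate 2. Leaving out each library in turn gave 0.00848 to 0.266, with 0.0383 without 3xTg-D replicate 4. The difference had an exact permutation p of 0.543. No effect, an effect carried by 1 library and a weak effect in all cannot be told apart with 4 libraries per group.

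Microglia and oligodendrocyte genes were higher in 3xTg-S than in WT-S, with 8 of 18 called. The microglia genes were higher under vehicle too, 10 of 10 in 3xTg-D against WT-D, so that part is not specific to the inhibitor groups. With the length and GC trend removed 6 were called, all among the 8, which argues against length or GC bias as the whole cause. A strain difference in these cells under the inhibitor and a different share of cells or tissue remain open. Whether it differs from the strain effect under vehicle was tested by the list interaction, which gave differences of 0.164 for microglia (exact permutation p 0.402) and 0.313 for oligodendrocyte (p 0.153).

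At an unadjusted p under 0.01, 59 genes differed between WT-S and WT-D here. That is higher than the value quoted from the study above, and lower than the 157 that chance gives. The study used a likelihood ratio test in DESeq2 with its own normalisation, so the counts are not of one method. Here the DESeq2 likelihood ratio test, normalised otherwise, gave 50 genes at that threshold.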
